A study of Sus scrofa with 4 samples. Its data were reported in "Non-viral Induction of Transgene-free iPSCs from Somatic Fibroblasts of Multiple Mammalian Species" (2021).

How the data were processed

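RNA sequencing libraries of porcine fibroblasts (n = 1), iNSLCs (n = 1) and iPSCs (n = 2 clones) were analysed from tables of read counts per gene that the authors deposited. Per the submitters' processing notes, reads were trimmed with Trim Galore 0.4.0, aligned with STAR 2.5.3a to the Sscrofa11.1 assembly and counted per gene with featureCounts 1.5.2. The counts were whole numbers and were not normalized before deposit. Whether counting used the strand is not given in the sources used here, so reads of overlapping genes on opposite strands could not be told apart, and genes with near-identical copies may have shared or lost reads. Groups, clone numbers and passages were taken from the labels. Total counts were 62421521 (fibroblast), 25784594 (iNSLC), 21640374 (iPSC clone 1) and 41296933 (iPSC clone 2), with 16218, 17423, 17030 and 17555 genes having at least 1 count. The totals differ, so weak genes were measured less precisely in iPSC clone 1 than in the other libraries.

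Each table held 25880 genes by Ensembl identifier, of which 19280 had a count in any library. Symbols were assigned by Ensembl identifier for 14857 genes. A further 927 genes were named by position, where a single annotated gene of the same assembly overlapped by at least 80%. For 7416 genes that had a symbol by identifier, the position gave the same symbol in 95.2%. The remaining 10096 genes had no symbol. Position-named genes included POU5F1, SOX2, SOX1, TDGF1, UTF1 and ZFP42. Of 374 listed genes, 345 were found by name. KDM4D and XIST were not found by name and were not analysed here.

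Counts were scaled by TMM (edgeR 4.0.16, limma 3.58.1, R 4.3.3), with factors of 0.742, 1.11, 1.09 and 1.11 in the order above. The main test was the edgeR quasi-likelihood F test over all 4 libraries in 3 groups, two-sided, after filterByExpr, with Benjamini-Hochberg adjustment over 15739 genes and a threshold of 0.05. It gave iPSCs against fibroblasts and iPSCs against iNSLCs. Only the clones left a residual degree of freedom (1 in all), so the spread between clones stood for that of the lone libraries (common biological coefficient of variation 0.198). The model used in the study for these libraries is not given in the sources used here. For iNSLCs against fibroblasts and clone 2 against clone 1, no p-value was computed. Genes were counted by size when the ratio of scaled CPM was at least 4-fold and every library of the higher group was at 10 CPM or more. Libraries with fewer than 3 counts of a gene were raised to 3 counts, per library, for folds and list medians. A fold against a group with 0 counts is therefore a lower bound set by this floor and not a confidence limit. List medians hold such genes at their bound. A gene at the floor in both groups takes a ratio set by library depth alone, so medians of weakly expressed lists carry part of the difference in depth. Where a library of the lower group had 1 to 3 counts, ratios are of unraised, pooled counts. Single ratios between 2 libraries have a 95% exact conditional binomial interval, which covers counting error only.

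Library distances were Pearson r of log2(CPM + 1) over genes at 1 CPM or more, for 6 pairs of libraries. For each gene list the median log2 ratio over members at 1 CPM or more in any library was placed among 10000 random lists of the same size, matched on mean expression in 20 bins, as a description of these libraries. A list was said to lie outside the central range below percentile 2.5 or above 97.5. Called members were counted with adjustment over all genes and adjusted over the list alone. The lists were the pluripotency genes and the neural genes named in the study's text; primed pluripotency, naive pluripotency, neural stem and radial glia, neurons, neural crest and Schwann cells, fibroblast and matrix, epithelial, mesendoderm, trophoblast, germ cell, endothelial, blood and immune, keratinocyte, melanocyte, muscle and chondrocyte markers; counterparts of the vector genes; cell cycle, WNT, activin and TGF-β, BMP, and FGF and ERK targets, glycolysis, imprinted, interferon, stress response, HOX and mitochondrially encoded genes. Lists other than the study's came from textbook knowledge.

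The text names each measured gene of the study's lists and the vector list, the 10 highest and 10 lowest ratios per comparison among genes with a symbol at 10 CPM in the higher group (and called, where tested), up to 4 members per list by size of ratio, and the 5 most abundant genes per library. Some genes that these rules select and 1 further list are not reported here. Chromosome medians were taken over genes at 10 CPM or more in every compared library, relative to the autosomes, with bootstrap 95% intervals (2000 draws over genes). The groups, tests, gene lists, the rule for genes named in the text and most alternatives were fixed before the data were examined; naming by position was set afterwards, when the annotation was at hand. Alternatives were RLE and total-count scaling, other low-count filters, DESeq2 1.42.0, a test against a 2-fold change, fits of the compared groups alone, an earlier edgeR quasi-likelihood method, other fold and CPM minimums, a floor of 1 count, other pseudocounts, and leaving out each clone. Counts of list members under other scalings and DESeq2, thinning of clone 2 and centring by gene length were added after the data were seen.

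The test was run on simulated counts for 15390 genes with the real means, library sizes and fitted dispersions per gene, the lone libraries thus varying like the clones by construction, in which 50 genes each changed by 2-, 4-, 8- and 16-fold. For iPSCs against fibroblasts, 32%, 80%, 90% and 98% of these were called, and 25 of 175 calls were unchanged genes. For iPSCs against iNSLCs, 42%, 82%, 88% and 92% were called, and 20 of 172 calls were unchanged genes. The share of false calls thus exceeded the nominal 5% in the simulation. In the real data, 57.8% (iPSCs against fibroblasts) and 27.3% (iPSCs against iNSLCs) of the genes were called. Far fewer genes changed in the simulation, so its shares cannot be carried over to the real calls. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.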

Results

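RNA was sequenced from 4 cultures of porcine cells that represented the steps of reprogramming from ear skin fibroblasts of a post-neonatal pig. Fibroblasts (n = 1, passage 1), induced neural stem cell-like cells (iNSLCs; n = 1, passage 1) and induced pluripotent stem cells (iPSCs; n = 2 clones, passage 3) were compared. The iNSLCs were the dome-shaped colonies that emerged, in a medium used before for naive-state pluripotent cells, after transfection of episomal vectors with reprogramming genes. The iPSC clones arose after such cells were moved to a pluripotency medium that contained activin A, TGF-β1 and the WNT inhibitor IWP2. The deposited files gave read counts per gene on the Sscrofa11.1 assembly. The total count was 62421521 in the fibroblast library, 25784594 in the iNSLC library, and 21640374 and 41296933 in iPSC clones 1 and 2. A gene with 0 counts could therefore have lain at up to 0.0648, 0.105, 0.127 and 0.0656 CPM (counts scaled for library size), respectively, which is the TMM-scaled level of 3 counts. All cultures came from 1 animal, so the p-values measured the spread between the iPSC clones and not between animals. The fibroblast and iNSLC libraries had no replicate and were assumed in the test to vary like the clones. Levels are TMM-scaled CPM (iPSC: mean ± SD of the clones). Intervals and limits for 0 counts cover counting error only.

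Matrix transcripts took the largest shares of the fibroblast library, and the iPSC libraries were the most even. COL1A1, COL1A2, COL3A1 and THBS1 held 4.79%, 3.78%, 1.43% and 1.03% of the fibroblast counts, and the mitochondrial COX1 held 1.79%. In the iNSLC library, COL1A1, COL3A1 and COL1A2 still held 2.40%, 1.85% and 1.45% of the counts, followed by COX1 (1.26%) and the unnamed gene ENSSSCG00000004489 (0.781%). In the iPSC libraries COX1 led with 1.02% and 0.989%, followed by ACTG1, a cytoskeletal actin, with 0.653% and 0.710%. The remaining top 5 genes there were ENSSSCG00000004489, COX2 and ATP6 in clone 1 and COX3, COX2 and ENSSSCG00000004489 in clone 2. The 10 most abundant genes held 17.0% of the fibroblast counts, 10.2% of the iNSLC counts, and 5.50% and 5.49% of the iPSC counts. Mitochondrially encoded genes took 4.28%, 4.77%, 4.79% and 4.73% of the counts, respectively. Across 14137 genes, log2(CPM + 1) correlated between the clones with a Pearson r of 0.988, between iNSLCs and the clones with 0.887 and 0.893, between iNSLCs and fibroblasts with 0.813, and between fibroblasts and the clones with 0.768 and 0.766. The iNSLC library thus lay nearer to the iPSCs than to the fibroblasts, by a difference in r of 0.0769. Of these genes, 15.1% lay at least 4-fold apart between iNSLCs and fibroblasts, 6.63% and 6.13% between iNSLCs and the clones, and 0.283% between the clones. Genes are not independent replicates, so these correlations describe the libraries and were not tested.

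**Figure D1:**
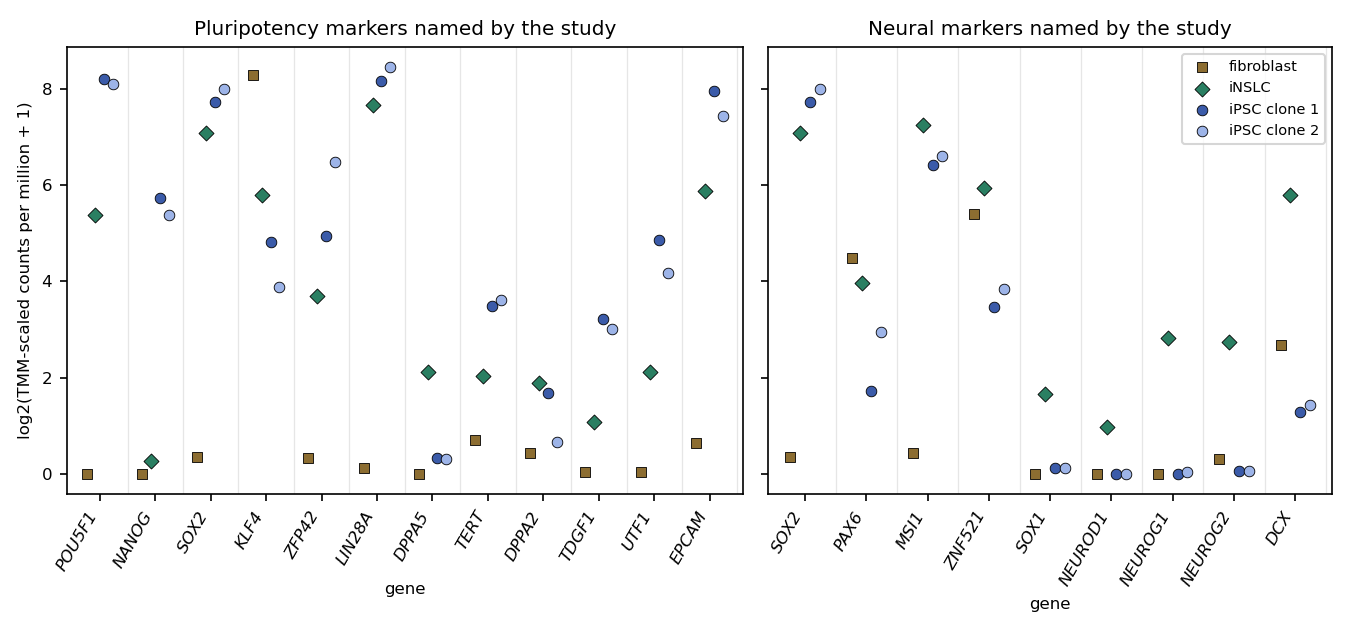
Expression of pluripotency (left) and neural (right) genes named by the study in the fibroblast, iNSLC and iPSC libraries, on a log2(TMM-scaled CPM + 1) axis; each point is 1 library. POU5F1 had 0 counts in fibroblasts and lay at 40.5 CPM in iNSLCs and highest in both iPSC clones, and NEUROG1, NEUROG2 and DCX were highest in iNSLCs.

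The comparison of iPSCs with fibroblasts asked which genes differed between the start and the end of reprogramming. The core pluripotency genes rose from at or near 0 counts, together with most epithelial and mesendodermal genes, and nearly the whole fibroblast and matrix list fell. POU5F1 (ENSSSCG00000001393, chromosome 7, 23564908 to 23570600), which encodes the pluripotency factor OCT4, had no counts in fibroblasts and 285 ± 14.0 CPM in iPSCs (SD, n = 2), at least 4395-fold higher (edgeR adjusted p = 0.000358). NANOG (ENSSSCG00000040403, chromosome 5, 62932575 to 62939035) had no counts in fibroblasts and 46.7 ± 8.12 CPM in iPSCs, at least 720-fold higher (edgeR adjusted p = 0.000608). DCN (ENSSSCG00000000915, chromosome 5, 91678608 to 91713925), which encodes the matrix proteoglycan decorin, fell from 1261 to 1.18 ± 0.427 CPM, 1072-fold (edgeR adjusted p = 0.000386).

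Among the 12 pluripotency genes that the study's text names, 9 rose and 1 fell, with the same counts adjusted over the list alone. Besides POU5F1 and NANOG, LIN28A (ENSSSCG00000003557, chromosome 6, 83806178 to 83818550), an RNA-binding regulator of let-7 microRNAs, rose 3671-fold to 317 ± 45.2 CPM. SOX2 (ENSSSCG00000037485, chromosome 13, 119663183 to 119669539) rose 829-fold to 233 ± 30.5 CPM, EPCAM 372-fold, ZFP42 229-fold (29.8 and 88.8 CPM in the clones) and TERT 17.2-fold. TDGF1 and UTF1, with 1 count each in fibroblasts, rose to 7.67 ± 0.921 and 22.4 ± 7.70 CPM. KLF4 fell 15.2-fold from 310 CPM (edgeR adjusted p = 0.00263), and DPPA2 (1.39 ± 1.14 CPM) and DPPA5 (0.247 ± 0.00914 CPM) did not pass the test, although DPPA5 did with DESeq2 (adjusted p = 0.0369). Of 23 genes of primed or core pluripotency, 21 rose and 2 fell, also when adjusted over the list alone. VRTN, OTX2 and TRIM71 had 0 fibroblast counts and rose at least 2223-fold, 1625-fold and 1282-fold. The naive pluripotency list was split, with 6 of 12 genes higher and 4 lower under either adjustment over all genes or adjusted over the list alone (2 lower with DESeq2). ZFP42, SUSD2 (27.4-fold) and TFAP2C (23.2-fold) rose and KLF4 fell.

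Epithelial genes rose almost without exception. Of 17 measured, 16 rose and none fell (17 and 0 adjusted over the list alone). The simple-epithelium keratins KRT18 and KRT8 rose 1551-fold and 1130.2-fold to 2210.2 ± 167 and 4368 ± 57.0 CPM, and the membrane protease ST14 rose 468-fold. Only GRHL2, at 23.2 ± 25.7 CPM, missed the threshold over all genes (edgeR adjusted p = 0.0554), and it passed with DESeq2 and with total counts. Of 16 mesendoderm genes, 13 rose and none fell (14 and 0 adjusted over the list alone). KDR, a VEGF receptor, rose at least 2211-fold from 0 counts, FOXA2 at least 424-fold and GATA4 184-fold, and EOMES rose from 2 counts to 133 ± 33.5 CPM. Of 10 trophoblast genes, 5 rose and 1 fell (5 and 2 adjusted over the list alone; 2 fell with DESeq2 over all genes). HAND1 rose 82.2-fold and GATA2 fell 6.75-fold. Of 5 germ cell genes, 4 rose and none fell, the same adjusted over the list alone, among them SOX17 (61.8-fold), PRDM1 (21.6-fold) and KIT (6.78-fold). Several of these genes stand on more than 1 list.

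Of 30 fibroblast and matrix genes, 29 fell and none rose, also when adjusted over the list alone. Besides DCN, the collagen VI genes COL6A3 and COL6A1 fell 932-fold and 227-fold, and FAP fell from 49.8 to 0.170 ± 0.178 CPM. The remaining gene was TWIST2, at 23.5 ± 23.1 CPM in iPSCs and 61.6 CPM in fibroblasts. Neural lists moved less evenly. Of 22 neural stem and radial glia genes, 12 rose and 2 fell (13 and 2 adjusted over the list alone; 1 fell with DESeq2 or total counts), among them FABP7 (at least 289-fold), MSI1 (264-fold) and NES (15.8-fold) with higher levels. Of 21 neuronal genes, 12 rose and 3 fell, also adjusted over the list alone, with SNAP25 (133-fold), STMN2 (112-fold), L1CAM (95.6-fold) and TUBB3 (21.5-fold) higher. Of 14 neural crest and Schwann cell genes, 7 rose and 4 fell (7 and 5 adjusted over the list alone), with FOXD3 (120-fold) and ERBB3 (49.7-fold) higher and TFAP2B (20.02-fold) and SNAI2 (17.7-fold) lower. Of the 9 measured neural genes that the study's text names, SOX2 and MSI1 rose and PAX6 (4.77-fold), ZNF521 (3.54-fold) and DCX (3.45-fold) fell, with the same counts adjusted over the list alone. SOX1, NEUROG1 and NEUROG2 did not pass the test and lay at 0.0859, 0.0109 and 0.0430 CPM in iPSCs. NEUROD1 had 0 counts in fibroblasts and in both clones.

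The genes with pig counterparts of the vector cargo included POU5F1, SOX2, LIN28A, NANOG and KLF4, given above. Of the 9 measured, 6 rose and 2 fell, also adjusted over the list alone. MYCL rose 2.21-fold to 21.9 ± 4.64 CPM, GLIS1 fell 27.2-fold to 0.591 and 2.49 CPM in the clones, and KLF2 was at 3.61 and 3.29 ± 0.0107 CPM (edgeR adjusted p = 0.703). Reads of human or mouse vector sequence could have been counted at these genes. With primers for porcine sequence, the study reported endogenous transcripts of POU5F1, NANOG and SOX2 in both iPSC clones. It also reported that the porcine iPSCs were negative for NANOG protein by staining. Removal of the vectors was reported at a later passage than that of these libraries. Proliferation genes rose in 14 of 15 cases (15 adjusted over the list alone), with MCM2 (7.83-fold), CDK1 (7.22-fold), TOP2A (6.63-fold) and MCM3 (5.48-fold) leading. WNT targets rose in 10 of 13 cases and 1 fell, the same adjusted over the list alone (0 fell with total counts). LGR5 rose 52.3-fold, SP8 43.5-fold, TNFRSF19 6.81-fold and AXIN2, a feedback inhibitor of the pathway, 4.49-fold. Of 13 activin and TGF-β targets, 7 rose and 3 fell, and of 15 FGF and ERK targets, 9 rose and 4 fell, in both cases also adjusted over the list alone. NODAL (at least 452-fold) rose with LEFTY2, which went from 2 counts to 36.9 ± 7.63 CPM, and the ERK phosphatases DUSP5, DUSP4 and DUSP6 rose 23.5-fold, 17.9-fold and 17.0-fold, as did ETV5 (12.2-fold). The 9 BMP targets went both ways, with 3 higher and 3 lower under both adjustments, that is also adjusted over the list alone (median 0.05, mean -0.24 on the log2 scale). BAMBI rose 12.3-fold, SMAD9 and ID3 fell 17.8-fold and 3.50-fold, and ID2 fell 2.13-fold but did not pass with total counts. Of 15 glycolysis genes, 1 rose and 5 fell (1 and 2 adjusted over the list alone). PFKP fell 3.53-fold, LDHA 2.69-fold and PKM 1.51-fold and PFKM rose 2.02-fold, but with total counts 6 genes rose and 2 fell, and the list's median log2 ratio of -0.27 became 0.30.

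The 10 named genes with the largest rises were POU5F1, LIN28A, DPYSL5, VRTN, KDR, EOMES, KCNJ3, CYP26A1, MYCN and OTX2. DPYSL5, a regulator of neurite growth, had no fibroblast counts and rose at least 2959-fold, and CYP26A1, which degrades retinoic acid, rose 1856-fold. KCNJ3 and MYCN had 1 and 2 fibroblast counts and reached 128 and 106 CPM. The 10 with the largest falls were PRELP (1813-fold), IL33, OMD, THBS2 (1368-fold), DCN, COL6A3, DPT, AMCF-II (845-fold), ASPN and SAA3. Most of these encode matrix proteins. The alarmin IL33 fell from 291 to 0.162 CPM, OMD from 145 to 0.0219 CPM, DPT from 188 to 0.169 CPM and ASPN from 122 to 0.194 CPM. SAA3 had no iPSC counts and was at least 520-fold lower, but it belongs to a family of similar genes whose reads may have been shared.

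Over all 15739 genes tested, 4651 were called higher and 4440 lower in iPSCs than in fibroblasts by the edgeR quasi-likelihood test, that is 57.8% of the genes. Higher calls made up 51.2% of the calls with TMM scaling and 72.5% with total counts, because the log2 ratio of every gene was shifted by -0.57 by the TMM factors relative to total counts. By size alone, 997 genes were at least 4-fold higher and 1092 at least 4-fold lower with at least 10 CPM in every library of the higher group. With total counts, 701 genes instead of 1092 were lower.

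The comparison of iPSCs with iNSLCs asked what separated the intermediate from the final state. Medium and passage changed together with cell state. Effects of the activin A, TGF-β1 and IWP2 in the iPSC medium could therefore not be separated from those of reprogramming. Targets of FGF/ERK and of activin/TGF-β rose without exception, NANOG and most mesendoderm genes rose, and most neuronal, WNT target and matrix genes fell. NANOG was at 0.209 CPM in iNSLCs (6 counts) and rose 223-fold in iPSCs (edgeR adjusted p = 0.00353), whereas POU5F1 was already at 40.5 CPM and rose 7.03-fold (edgeR adjusted p = 0.00298). SOX2 rose 1.74-fold from 134 CPM (edgeR adjusted p = 0.0322). LIN28A, at 202 CPM in iNSLCs, was 1.57-fold higher in iPSCs and missed the threshold (edgeR adjusted p = 0.0535), although it passed with RLE scaling, total counts and DESeq2 (adjusted p = 0.0486, 0.0494 and 0.0113).

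All 15 FGF and ERK targets rose, also adjusted over the list alone. The transcription factor genes ETV4 and ETV5 rose 124-fold and 53.2-fold, SPRY4 43.2-fold and DUSP6 42.7-fold (edgeR adjusted p = 0.00353, 0.00266, 0.00205 and 0.00183). All 13 activin and TGF-β targets likewise rose, also adjusted over the list alone. LEFTY2 (ENSSSCG00000032299, chromosome 10, 13849052 to 13853438), an inhibitor of NODAL, had 0 counts in iNSLCs and was at least 352-fold higher (edgeR adjusted p = 0.00422), and NODAL rose 35.0-fold. WNT targets went the other way, with 9 of 13 lower and 2 higher under both adjustments, adjusted over the list alone included. SP5 fell 7.60-fold, AXIN2 (ENSSSCG00000017265, chromosome 12, 12311298 to 12343200) 6.99-fold from 214 CPM, NKD1 5.44-fold and LEF1 4.67-fold (edgeR adjusted p = 0.00388, 0.00499, 0.00800 and 0.00509). Of 9 BMP targets, 1 rose and 3 fell (2 and 4 adjusted over the list alone). MSX1 fell 6.82-fold, SMAD9 2.24-fold and MSX2 1.91-fold, and BAMBI rose 3.0-fold; 2 genes of this list rose with DESeq2 or total counts.

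**Figure D2:**
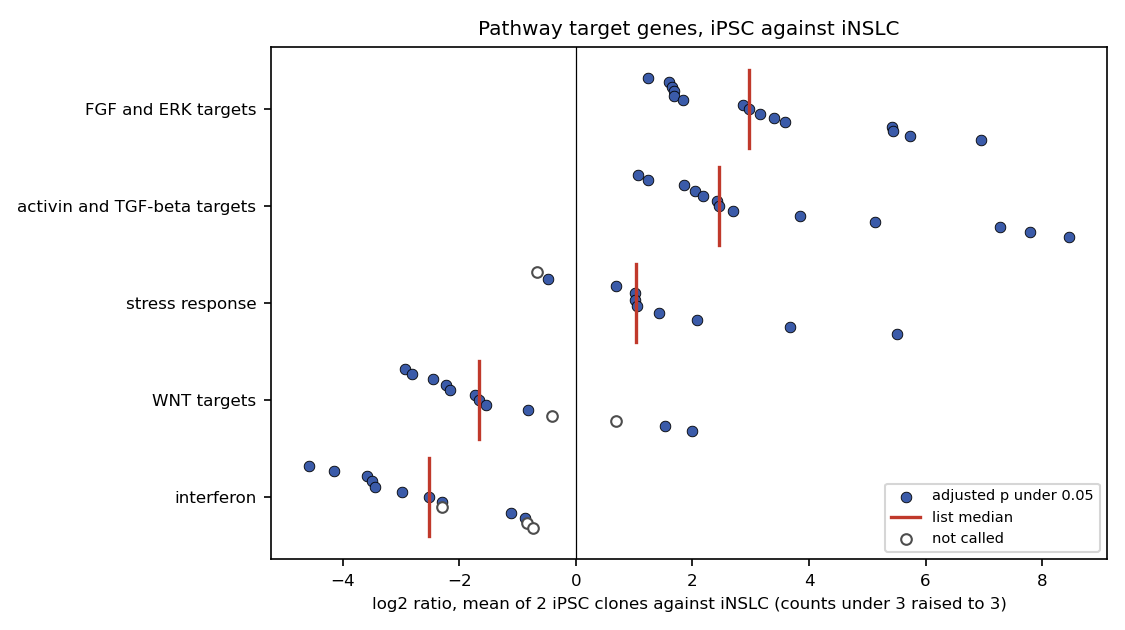
Log2 ratios of the measured members of 5 lists in iPSCs (mean of the clones) against iNSLCs; each point is a gene, filled if called by edgeR, and the red line is the list median (2.98 for FGF and ERK targets, 2.46 for activin and TGF-β targets, 1.03 for stress response, -1.66 for WNT targets and -2.52 for interferon genes). All 15 FGF and ERK targets and all 13 activin and TGF-β targets lay above 0 and all 13 interferon genes below.

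Of the 12 pluripotency genes named by the study, 7 rose and 1 fell (9 and 2 adjusted over the list alone). Besides those given, UTF1 rose 6.76-fold, TDGF1 6.87-fold, EPCAM 3.60-fold and TERT 3.47-fold, and DPPA5 fell 13.6-fold from 3.35 CPM. KLF4 (54.4 CPM in iNSLCs, edgeR adjusted p = 0.0658, but 0.0468 with total counts), ZFP42 (11.9 CPM) and DPPA2 (2.72 CPM) were not called. Of 23 primed or core pluripotency genes, 14 rose and 1 fell (15 and 1 adjusted over the list alone; 0 fell with DESeq2), with VRTN (35.6-fold) and SHISA2 (25.8-fold) beside LEFTY2 and NODAL. Of 12 naive pluripotency genes, 2 rose and 4 fell (2 and 5 adjusted over the list alone; 2 fell with DESeq2). KLF5 (4.13-fold) and SUSD2 (2.65-fold) rose and ESRRB fell 4.34-fold. Of 9 vector gene counterparts, 3 rose and 2 fell (4 and 3 adjusted over the list alone). GLIS1 fell 14.2-fold, with the clones 4.21-fold apart, and KLF2 2.54-fold, the latter not with DESeq2 (adjusted p = 0.13), and MYCL was not called at 23.6 CPM in iNSLCs. Epithelial genes rose in 11 of 17 cases and none fell (13 and 0 adjusted over the list alone), among them KRT18 (7.80-fold), OCLN (6.69-fold), CLDN3 (6.58-fold) and KRT8 (5.36-fold). Of 16 mesendoderm genes, 11 rose and 1 fell (13 and 1 adjusted over the list alone). The endoderm regulators GATA4, SOX17, EOMES and FOXA2 rose 342-fold, 76.4-fold, 53.6-fold and 27.2-fold (edgeR adjusted p = 0.00389, 0.00505, 0.00447 and 0.00505). Trophoblast genes were split, with 3 of 10 higher and 4 lower, also adjusted over the list alone. TFAP2A fell 17.0-fold, CDX2 7.46-fold and GATA2 7.13-fold. Of 5 germ cell genes only SOX17 rose and none fell, also adjusted over the list alone.

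Of 21 neuronal genes, 15 fell and 1 rose (16 and 1 adjusted over the list alone). NEUROD4 had 0 counts in both clones and was at least 138-fold lower (edgeR adjusted p = 0.00860), DCX fell 35.0-fold and DLX1 18.7-fold, and the adhesion gene L1CAM rose 8.21-fold. Of the 9 neural genes named by the study, 7 fell and only SOX2 rose (8 fell adjusted over the list alone). NEUROG1 and NEUROG2 had 1 and 3 counts over both clones against 173 and 164 in iNSLCs, so that the ratios of pooled counts were 419 (95% interval 74.3 to 16654) and 132 (44.5 to 649). ZNF521 fell 5.13-fold and MSI1 1.66-fold. SOX1 had 6 counts over both clones against 62, a ratio of 25.0 (10.9 to 70.9), and was not called with DESeq2 (adjusted p = 0.0623). PAX6 was at 14.6 CPM in iNSLCs and 4.52 ± 3.10 CPM in iPSCs (edgeR adjusted p = 0.103, DESeq2 0.0403). NEUROD1, at 0.977 CPM in iNSLCs, had 0 counts in both clones and was at least 10.2-fold lower (edgeR adjusted p = 0.0407; DESeq2 gave no adjusted p). Of 22 neural stem and radial glia genes, 10 fell and 2 rose (11 and 2 adjusted over the list alone), with PTPRZ1 (5.02-fold), ZBTB16 (4.72-fold), FABP7 (4.43-fold) and PROM1 (2.61-fold) lower. Of 14 neural crest and Schwann cell genes, 9 fell and 3 rose, also adjusted over the list alone. TFAP2B fell 59.7-fold and PAX3 13.3-fold, and FOXD3 rose 8.75-fold. Of 30 fibroblast and matrix genes, 21 fell and 4 rose (21 and 5 adjusted over the list alone). COL6A3, DCN and COL3A1 fell 578-fold, 572-fold and 115-fold, and FAP fell from 43.6 to 0.170 CPM. Proliferation genes rose in 6 of 15 cases and none fell (7 and 0 adjusted over the list alone), with CCNB1 (2.08-fold), CDK1 (2.06-fold), CCNB2 (1.73-fold) and PLK1 (1.72-fold). Of 15 glycolysis genes, PFKP rose 3.03-fold and HK2 fell 1.39-fold (0 and 0 adjusted over the list alone; 2 genes rose with RLE, total counts or DESeq2, and HK2 was not called with DESeq2).

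The 10 named genes with the largest rises from iNSLCs to iPSCs were LEFTY2, GATA4, NANOG, ETV4, TFEC, SYNDIG1L, HHEX, ANKRD1, KLK5 and SOX17. SYNDIG1L was at least 112-fold higher, HHEX and ANKRD1 rose 82.7-fold and 80.6-fold and KLK5 78.2-fold. TFEC had 1 count in iNSLCs and 12.2 CPM in iPSCs. The 10 with the largest falls were COL6A5, C7, ITGBL1, C4A, OMD, COL6A3, DCN, THBS2, ASPN and KRT1. COL6A5 and the keratinocyte keratin KRT1 had 0 counts in both clones and were at least 1358-fold and 427-fold lower. ITGBL1 fell 775-fold, THBS2 530-fold and the complement gene C4A 735-fold, although reads may be shared between C4 copies. C7 and OMD had 2 counts each over both clones, with ratios of pooled counts of 2996 (95% interval 829 to 24757) and 2342 (648 to 19354). Over all genes tested, 2069 were called higher and 2230 lower (27.3%), and higher calls made up 48.1% with TMM and 47.4% with total counts. By size, 327 genes were at least 4-fold higher and 393 at least 4-fold lower. The lone iNSLC library limits these calls, since its own spread is unknown.

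**Figure D3:**
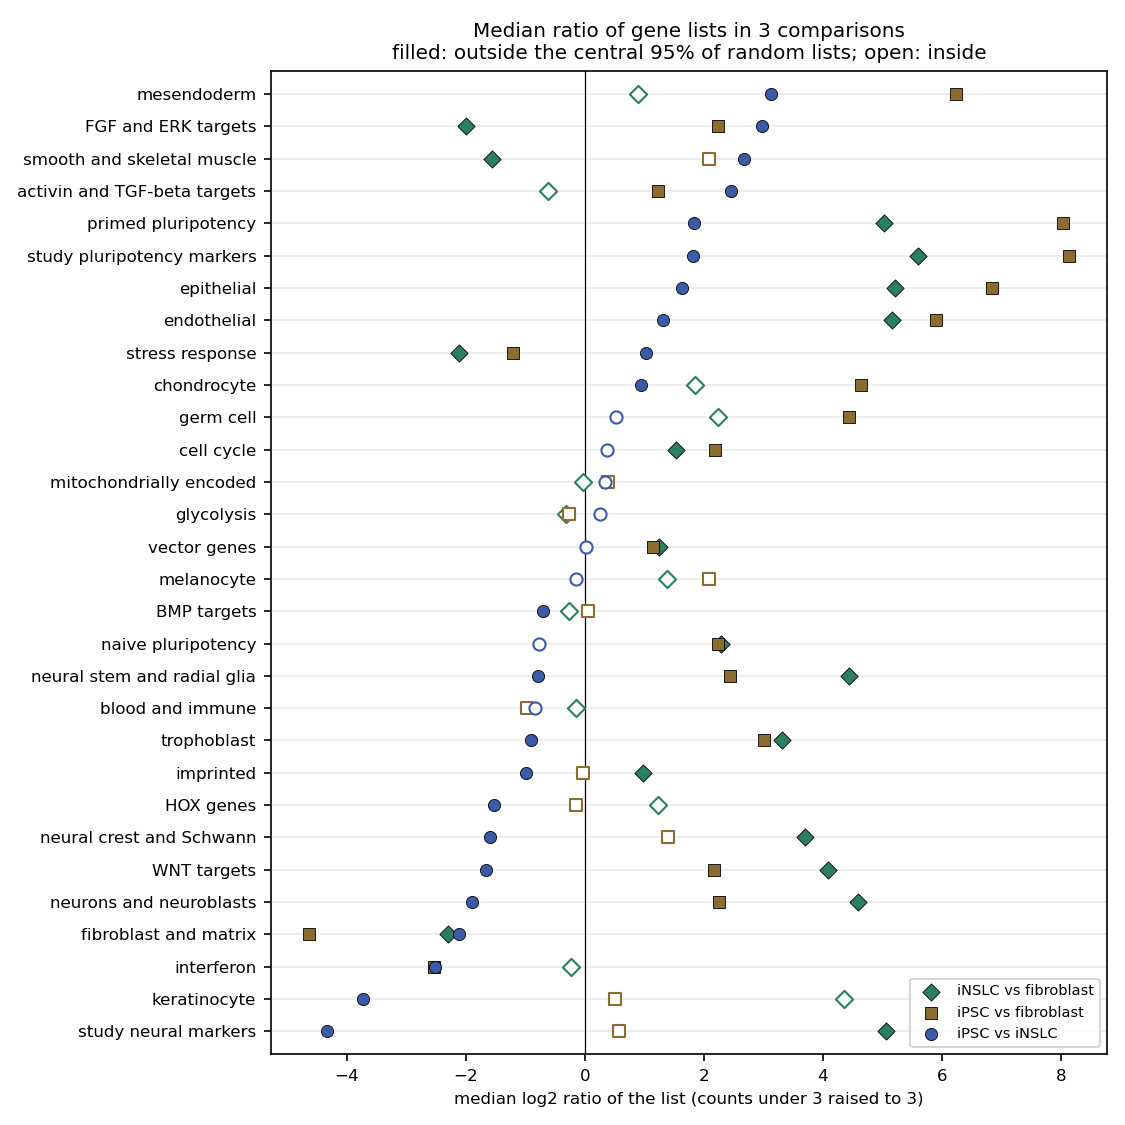
Median log2 ratio of the members of gene lists in the 3 comparisons between cell types; filled points lie outside and open points inside the central 95% of 10000 random lists matched on expression. The epithelial list lay at 6.85 for iPSCs against fibroblasts, 1.63 for iPSCs against iNSLCs and 5.22 for iNSLCs against fibroblasts, and the fibroblast and matrix list at -4.64, -2.12 and -2.30; with total counts the glycolysis, HOX and imprinted medians against fibroblasts changed sign, as did those of the BMP, blood, glycolysis, interferon and mitochondrial lists for iNSLCs against fibroblasts.

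The comparison of iNSLCs with fibroblasts described what the intermediate had gained and lost. It set 1 library against 1, so no p-value was computed and genes are given by size with a 95% interval for counting error. For genes with 0 counts in 1 library, "at least" marks the bound set by the floor, which is not a confidence limit. The 95% lower limits for counting error lay below these bounds. Most neuronal, neural stem cell, epithelial and WNT target genes were higher in iNSLCs, several pluripotency genes were already detected, and most stress response and ERK target genes were lower. LIN28A was 2337-fold higher (interval 912 to 8579), SOX2 477-fold (279 to 897) and EPCAM 104-fold (70.4 to 159). POU5F1 was at least 625-fold higher by the floor (95% lower limit 507), whereas NANOG had 6 counts and 0.209 CPM against 0 counts. The growth cone gene STMN2 (ENSSSCG00000006160, chromosome 4, 56952709 to 57006661) was 426-fold higher at 395 CPM (interval 316 to 589).

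All 21 neuronal genes had a positive log2 ratio, and 13 passed the 4-fold rule. ELAVL3 and INA, with 2 fibroblast counts each, were 815-fold (225 to 6735) and 693-fold (191 to 5734) higher. NEUROD4 was at least 205-fold higher by the floor (lower limit 166). The median over neuronal genes was 4.59, over neural stem and radial glia genes 4.44 and over the study's neural genes 5.06, each at or near percentile 100 of random lists. MSI1 was 438-fold (270 to 767), PTPRZ1 101-fold (50.8 to 235), DCX 10.2-fold (8.88 to 11.7) and NEUROG2 24.1-fold (13.1 to 49.2) higher. FABP7 was at least 1281-fold higher by the floor (lower limit 1041). SOX1, NEUROG1 and NEUROD1, with 0 fibroblast counts, were at least 33.4-fold, 93.2-fold and 15.1-fold higher by the floor. Their lower limits for counting error were 26.4, 75.0 and 11.5. ZNF521 was 1.45-fold higher (1.36 to 1.55) and PAX6 1.48-fold lower (1.32 to 1.66), and PAX6 was thus the exception on the study's neural list with TMM scaling. The log2 ratio of PAX6, -0.565, was smaller in size than the TMM shift of -0.583, so its direction depends on scaling. The neural crest list had a median of 3.71, with PAX7 (93.7-fold, 42.6 to 257), ERBB3 (34.2-fold, 28.6 to 41.2), PAX3 (22.3-fold, 16.4 to 30.8) and MSX1 (12.4-fold, 11.3 to 13.6) higher. WNT targets had a median of 4.09 (percentile 100), with SP8 (57.6-fold, 32.7 to 112), SP5 (40.0-fold, 31.4 to 51.8), AXIN2 (31.4-fold, 28.0 to 35.2) and RNF43 (23.3-fold, 17.0 to 32.6).

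Epithelial genes were all higher in iNSLCs (17 of 17, median 5.22), KRT8 211-fold (182 to 245), KRT18 199-fold (156 to 257) and the E-cadherin gene CDH1 109-fold (93.0 to 128). The study's pluripotency list had a median of 5.60 and the primed list 5.02, both at percentile 100. ZIC2 was 374-fold higher (214 to 724), and TRIM71 and OTX2 at least 718-fold and 328-fold by the floor (lower limits 583 and 266). ZFP42, TERT and DPPA2 were 45.9-fold (25.95 to 89.8), 4.96-fold (3.23 to 7.83) and 7.88-fold (4.56 to 14.5) higher. DPPA5 was at least 51.7-fold higher by the floor (lower limit 41.3). TDGF1 and UTF1, with 1 fibroblast count, were 51.7-fold (8.64 to 2106) and 154-fold (26.9 to 6127) higher. KLF4 was 5.70-fold lower (5.41 to 6.01). Among the other vector gene counterparts, MYCL and KLF2 were 2.37-fold (2.10 to 2.68) and 2.31-fold (1.89 to 2.84) higher and GLIS1 1.91-fold lower (1.74 to 2.09). The naive, trophoblast, germ cell and mesendoderm lists had medians of 2.29, 3.31, 2.24 and 0.90, the latter 2 within the central range. With members at 10 CPM or more, the latter 2 were 3.19 and 3.56, outside it. By the floor, ESRRB, CDX2 and KDR were at least 463-fold, 364-fold and 333-fold higher (lower limits 376, 295 and 270). CXCR4 was 140-fold higher (83.2 to 257). With total counts the naive median was 3.96.

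The fibroblast and matrix list had a median of -2.30, with 29 of 30 log2 ratios negative and 18 genes at least 4-fold lower. COL3A1, FAP, LUM and MMP2 lay at 86.7%, 87.5%, 75.9% and 77.4% of their fibroblast levels. These falls were smaller than the TMM shift of -0.58 in log2 ratio, so the direction of these genes depends on scaling. ACTA2, the smooth muscle actin of contractile fibroblasts, was 92.1-fold lower (85.9 to 98.9), S100A4 64.6-fold (57.9 to 72.3) and PRRX2 31.03-fold (26.8 to 36.1). COL3A1 differed by 1.15-fold (1.15 to 1.16), and POSTN, which encodes periostin, was 17.8-fold higher in iNSLCs (16.9 to 18.6). FGF and ERK targets had a median of -2.00 (percentile 0), with ETV4 (23.9-fold, 14.1 to 43.9), FOSL1 (22.0-fold, 16.8 to 29.4) and ETV1 (14.4-fold, 12.9 to 16.2) lower. Activin and TGF-β targets went both ways, with 6 log2 ratios positive and 7 negative, and their median of -0.62, within the central range, was -0.04 with total counts; CCN2 was 14.9-fold lower (14.0 to 15.9). BMP targets had a median of -0.27 and a mean of 0.07, and the median was 0.32 with total counts. Proliferation genes were higher (median 1.54), led by MCM2 (6.85-fold, 6.49 to 7.23) and TOP2A (6.0-fold, 5.82 to 6.19), and the glycolysis median of -0.31 was 0.27 with total counts.

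By size, 927 genes were at least 4-fold higher and 895 at least 4-fold lower in iNSLCs. Among the 10 with the largest ratios, ranked with counts raised to the floor of 3, were GREB1L (4101-fold, 1601 to 15056), DPYSL5 (at least 3618-fold), PTPRD (2577-fold, 1006 to 9460), LIN28A, IGFBPL1 (3486-fold from 2 counts, 964 to 28795), COL6A5 (at least 2015-fold), IGDCC3 (1791-fold, 699 to 6577), LRRN1 (1715-fold, 832 to 4268) and HEPH (1654-fold, 760 to 4510). For DPYSL5 and COL6A5 the bounds were set by the floor, with lower limits for counting error of 2942 and 1638. KCNJ3, with 1 fibroblast count, fell outside this ranking but had a ratio of unraised counts of 2715 (487 to 107308). Among the 10 with the lowest were SAA3 (477-fold from 3 counts, 163 to 2316), ZBED2 (at least 293-fold), S100A2 (287-fold, 186 to 470), RHCG (215-fold, 98.7 to 587), AMCF-II (209-fold, 177 to 249), MMP9 (178-fold, 69.3 to 654), CSPG4 (158-fold, 97.2 to 277), CNN1 (153-fold, 102 to 241) and CXCL8 (142-fold, 100 to 208). The bound for ZBED2 was likewise set by the floor, with a lower limit for counting error of 238. TMM scaling shifted the log2 ratios of this comparison by -0.58 relative to total counts, under which 508 genes instead of 895 were lower.

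The position of iNSLCs between the other states was described over the genes that differed at least 4-fold between iPSCs and fibroblasts. Of the 997 genes higher in iPSCs, 533 (53.5%) were within 2-fold of the iPSC level in iNSLCs, 307 (30.8%) lay between, 77 (7.72%) were within 2-fold of the fibroblast level, and 64 and 16 lay beyond the iPSC and the fibroblast level. Of the 1092 genes lower in iPSCs, 465 (42.6%) were at the iPSC level in iNSLCs, 410 (37.5%) lay between and 141 (12.9%) were at the fibroblast level, with 68 and 8 beyond. LIN28A and SOX2 were among the genes already near the iPSC level, and POU5F1 and NANOG lay between. Genes at least 4-fold above every library of the other types numbered 586 for fibroblasts (309 with total counts), 147 for iNSLCs and 173 for iPSCs. For comparison, 15 genes stood out in this way in clone 1 alone and 1 gene, LY6K, in clone 2 alone. COL6A5, C7, C4A, KRT1 and ZIC4 had the largest margins in iNSLCs, LEFTY2, NANOG, GATA4, SYNDIG1L and KLK5 in iPSCs, and SAA3, AMCF-II, ZBED2, S100A2 and ADAMTSL3 in fibroblasts. ZIC4 and ADAMTSL3 were picked after their values were seen.

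The iPSC clones were close to each other but differed in epithelial genes and several other lists. With 1 library per clone no p-value was computed. Clone 2 had 4 genes at least 4-fold higher and 29 at least 4-fold lower than clone 1, and 98.5% of genes at 10 CPM were within 2-fold. GRHL2 (ENSSSCG00000006060, chromosome 4, 35371139 to 35565327), which encodes an epithelial transcription factor, was 8.13-fold lower in clone 2 (interval 7.04 to 9.41), and CLDN4, SPINT2 and ESRP2 were 2.72-fold (2.58 to 2.87), 2.34-fold (2.20 to 2.48) and 1.74-fold (1.57 to 1.93) lower. All 17 epithelial genes were lower in clone 2, with a median of -0.35, below every random list. Among the core genes POU5F1, NANOG, SOX2 and LIN28A differed by 1.07-fold (1.04 to 1.10), 1.28-fold (1.19 to 1.38), 1.20-fold (1.16 to 1.24) and 1.22-fold (1.19 to 1.26). ZFP42 was 2.98-fold higher in clone 2 (2.75 to 3.23), and KLF4 1.98-fold (1.77 to 2.22), UTF1 1.64-fold (1.48 to 1.82) and DPPA2 3.72-fold (2.29 to 6.16) lower. GLIS1 was 4.21-fold higher (2.41 to 7.95) and PAX6 2.89-fold (2.16 to 3.92).

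Medians of the other lists described here lay between -0.43 and 0.51, and some were larger in size than the epithelial median. Those of the HOX, keratinocyte, imprinted and endothelial lists, given further below, were larger still. Activin and TGF-β targets were lower in clone 2 (median -0.43, CER1 3.35-fold with 2.98 to 3.76), trophoblast genes likewise (-0.36, KRT7 3.86-fold with 3.41 to 4.37), and BMP targets (0.51), glycolysis genes (0.28) and proliferation genes (0.15) were higher, each outside the central 95% of random lists. The study's pluripotency list (-0.17) also lay outside it, as did the fibroblast and matrix list, whose median of 0.09 and mean of -0.14 differed in sign. Median and mean also differed in sign for the study's neural list (0.19 and -0.08; median -0.16 with total counts) and for primed pluripotency (0.04 and -0.08) and the vector gene counterparts (-0.06 and 0.08), all within the central 95%. The median of FGF and ERK targets (-0.01) was 0.0057 with total counts. The medians of the naive, neural stem, neuronal, neural crest, mesendoderm, germ cell and WNT target lists were -0.04, -0.11, -0.07, -0.14, -0.14, -0.31 and 0.17, within the central range. The largest ratios in favor of clone 2 were those of LY6K (14.4-fold, 10.04 to 21.5), PEG3 (4.61-fold, 3.52 to 6.12), SHANK2 (4.03-fold, 3.13 to 5.27), HEPACAM (3.63-fold, 3.52 to 3.74), BNIP3 (3.33-fold, 3.09 to 3.59), TNNI1, ZFP42, MYL4, MYH6 and SLC16A3. The lowest were RBM46 (133-fold, 51.5 to 493), FOLH1B (62.3-fold, 40.4 to 101), GUCY2C (30.6-fold, 22.5 to 42.4), HTATIP2 (20.9-fold, 16.3 to 27.1), FAM83F, GCNT1, PAGE4, PFKFB2 (8.32-fold, 6.64 to 10.5), GRHL2 and NFIB (7.05-fold, 5.88 to 8.50).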

Values the study reported

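The study reported that primary colonies emerged from the porcine fibroblasts with an efficiency of 0.028% ± 0.012% (n = 6). A normal karyotype was reported for 49 of 50 cells of iPSC clone 1.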

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

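All counts of list members under another scaling or tool, the thinning of clone 2 and the centring by gene length were chosen after the results were seen; the other alternatives were planned. Of 126 comparisons of counts and library distance with an alternative, 78 stayed within the limits set for them (1.5 times for counts), as did 643 of 674 for list medians, 340 of 372 for counts of called members and 3399 of 3684 for named genes and chromosome X. No gene of a list was called in the opposite direction under RLE scaling, total counts or DESeq2. Leaving out a clone left no residual degree of freedom, so those values had no test. They differ from the main values only through the difference between the clones and are no independent check. The totals above include them, with 506 (without clone 1) and 524 (without clone 2) of the 3399 results for named genes and chromosome X. Among named genes, 20 ratios moved past their limits without clone 1 and 2 without clone 2, such as that of GRHL2 in iPSCs against iNSLCs, from 0.51 to -1.68. No paired analysis was possible because fibroblasts and iNSLCs had 1 library each. The floor of 3 counts limited folds of genes with 0 counts, most of all in iPSC clone 1.

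Calls for iPSCs against fibroblasts were 7264 higher and 2754 lower with total counts, which reflects the scaling shift by construction, and 2485 and 2092 when tested against a 2-fold change. Calls for iPSCs against iNSLCs were 483 and 654 against a 2-fold change, and 1340 higher with no low-count filter. Counts by size moved with the fold and CPM minimums, by construction. With a 2-fold threshold there were 1814 higher and 2524 lower for iPSCs against fibroblasts, 925 and 1069 against iNSLCs, 1702 and 2295 for iNSLCs against fibroblasts, and 22 and 117 for clone 2 against clone 1. With 8-fold there were 577 lower for iPSCs against fibroblasts, 129 and 206 against iNSLCs, 371 lower for iNSLCs against fibroblasts, and 1 and 10 between clones. With a minimum of 1 CPM there were 2115 higher against fibroblasts, 734 and 901 against iNSLCs, 2078 higher for iNSLCs against fibroblasts, and 23 and 163 between clones, and with none 2912, 987 and 1078, 2873, and 65 and 336. With total counts 701 genes were lower in iPSCs and 508 lower in iNSLCs than in fibroblasts. Genes highest in fibroblasts, iNSLCs, iPSCs, clone 1 alone and clone 2 alone numbered 1689, 384, 450, 51 and 10 at 2-fold and, for the same order without the last, 196, 64, 73 and 3 at 8-fold, and 309 for fibroblasts with total counts. The excess in r of iNSLCs with iPSCs over fibroblasts was 0.0852 with a pseudocount of 10, 0.0503 over all genes with a count and 0.1497 over genes at 10 CPM; it stayed positive.

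Medians inside the central 95% of random lists that only changed sign were counted as within their limits. With total counts these were glycolysis (-0.27 to 0.30), HOX (-0.16 to 0.48) and imprinted genes (-0.03 to 0.54) for iPSCs against fibroblasts. For iNSLCs against fibroblasts they were the BMP, blood, glycolysis, interferon and mitochondrial lists. Between clones they were blood genes, FGF and ERK targets and the study's neural genes. List medians that crossed the edge of this range, or that reversed from outside it, follow. With members at 10 CPM or more, the median for iPSCs against fibroblasts was -1.79 for the study's neural genes; against iNSLCs, -0.17 for neural stem and 0.0050 for endothelial genes; for iNSLCs against fibroblasts, 3.56 for mesendoderm, 3.19 for germ cell and 4.82 for chondrocyte genes. Between clones it was -0.10 for the study's pluripotency genes, -0.53 for naive, -0.21 for neural crest, -0.054 for interferon, 0.22 for endothelial and -0.49 for HOX genes. With no minimum, it was -0.98 for blood genes (iPSCs against fibroblasts), -0.78 for naive and -0.20 for HOX genes (against iNSLCs), 2.54 for keratinocyte and -0.19 for muscle genes (iNSLCs against fibroblasts), and -0.30 for naive genes (clones). With total counts it was -0.88 for naive genes against iNSLCs, 4.93 for keratinocyte genes in iNSLCs against fibroblasts (4.33 with RLE), and -0.29 for germ cell genes between clones. Thinning clone 2 to the total of clone 1 reversed the interferon median between clones from -0.18 to 0.053. Leaving out each clone gave ranges of 1.18 to 1.72 for neural crest, 0.91 to 1.34 for vector genes and -0.48 to 0.20 for HOX genes against fibroblasts, and of -1.27 to -0.70 for naive, -1.53 to -0.29 for trophoblast, 0.31 to 0.43 for cell cycle, -1.001 to -0.44 for BMP targets and 0.79 to 1.62 for endothelial genes against iNSLCs. With total counts, the log2 ratio of iPSCs to fibroblasts was 0.16 for HK2 and 0.048 for ENO1, against falls with TMM. Except where stated, the cause was not tested.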

Other observations

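All tests of explanations in this part were chosen after the results were seen, and 1 criterion, the comparison with random sets of markers, was added after its outcome had first been looked at. Interferon-response genes were low in iPSCs. Of 13 measured, 11 fell against fibroblasts and 10 against iNSLCs, and none rose (11 and 13 adjusted over the list alone). IFIT1, an antiviral effector, fell 37.4-fold and 12.02-fold, and MX2 5.22-fold and 17.6-fold. Between iNSLCs and fibroblasts the median was -0.23 and the mean 0.04, and the median 0.35 with total counts, with CXCL10 37.0-fold (22.1 to 66.8) and MX2 3.38-fold (2.84 to 4.03) higher and IFIT1 3.11-fold (2.80 to 3.45) lower in iNSLCs. The integrated stress response was lowest in iNSLCs. All 10 genes were lower there than in fibroblasts, CHAC1 114-fold (80.4 to 166), TRIB3 32.6-fold (27.3 to 39.2) and ASNS 15.6-fold (14.7 to 16.4), and against iNSLCs 8 rose in iPSCs and 1 fell (8 and 2 adjusted over the list alone; 2 fell with total counts), CHAC1 45.5-fold and ASNS 12.8-fold. Against fibroblasts 7 fell in iPSCs and none rose, also adjusted over the list alone (1 rose with total counts).

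Of 28 HOX genes, 2 rose and 6 fell in iPSCs against fibroblasts (1 and 6 adjusted over the list alone; 6 rose with total counts, and the median of -0.16 became 0.48). Against iNSLCs 12 fell and none rose (15 adjusted over the list alone), with HOXA3 25.7-fold and HOXB2 13.2-fold lower, and HOXD8 fell in both comparisons (9.49-fold and 5.62-fold). Of 8 imprinted genes, 2 rose and 2 fell against fibroblasts, also adjusted over the list alone (median -0.03, mean 1.01, median 0.54 with total counts). DLK1 had 0 fibroblast counts and was at least 806-fold higher, MEST rose 29.8-fold, and SGCE and PEG10 fell 12.6-fold and 6.38-fold. Against iNSLCs 3 imprinted genes fell and none rose (4 adjusted over the list alone), and PEG3 was 4.61-fold higher in clone 2 than in clone 1 (3.52 to 6.12). Markers of other lineages were mixed. For iPSCs against fibroblasts, 5 of 6 endothelial genes rose and 1 fell, 1 of 5 blood and immune genes fell (1 also rose with total counts), no keratinocyte gene of 4 was called (KRT10 rose with total counts), 2 of 6 melanocyte genes rose and 2 fell, and 5 of 7 chondrocyte genes rose and 2 fell (1 with DESeq2 or total counts), all also adjusted over the list alone, and of 6 muscle genes 3 rose and 1 fell (3 and 2 adjusted over the list alone). TEK was at least 194-fold higher, COL2A1, COL9A1 (at least) and ACAN 723-fold, 870-fold and 25.1-fold higher, and CD14 25.3-fold lower. Against iNSLCs the counts were 2 and 2 for endothelial genes (3 and 2 adjusted over the list alone; 1 fell with DESeq2), 0 and 1 for blood genes (0 and 0; 0 fell with DESeq2), 0 and 3 for keratinocyte, 1 and 0 for melanocyte, 4 and 1 for muscle (0 fell with DESeq2) and 4 and 0 for chondrocyte genes, the latter 4 also adjusted over the list alone. KRT1, at 41.0 CPM in iNSLCs with 2 fibroblast counts, was 950-fold higher there (262 to 7850), and TNNT1 and CNN1 rose 70.1-fold and 41.7-fold from iNSLCs to iPSCs. Of 13 mitochondrially encoded genes, 6 rose and 3 fell against fibroblasts (6 and 4 adjusted over the list alone), among them ATP8 (2.20-fold higher) and COX1 (2.65-fold lower). Against iNSLCs only ND3 rose and none fell (0 and 0 adjusted over the list alone; 3 rose with RLE or total counts, and 5 rose and 1, ND5, fell with DESeq2). Between the clones, the HOX (-0.84), keratinocyte (-1.66), interferon (-0.18, mean 0.0020) and mitochondrial (-0.13) medians were below, and the imprinted (0.55) and endothelial (0.81) medians above, the central range of random lists. With clone 2 thinned to the total of clone 1 the keratinocyte median was -0.85, so depth accounts for part of it, and the interferon median turned to 0.053. With members at 10 CPM or more, the HOX and endothelial medians shrank to -0.49 and 0.22. Between clones, medians and means also differed in sign for melanocyte (-0.14 and 0.18) and muscle genes (0.06 and -0.27), as for melanocyte genes in iPSCs against iNSLCs (-0.15 and 0.39). Genes on chromosome X were slightly higher in clone 2 than in clone 1 relative to the autosomes, by a median log2 ratio of 0.062 (bootstrap interval 0.032 to 0.094), and other chromosomes lay between -0.024 and 0.023. The intervals of chromosomes 2, 3, 4 and 12 also excluded 0, so an interval that excludes 0 does not by itself set X apart.

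The iNSLC library kept COL1A1, COL1A2 and COL3A1 among its most abundant transcripts. A technical explanation is unconverted fibroblasts in the culture, of which these collagens together would need a share of 38.1%. Against this, 6 of the 29 fibroblast and matrix genes at 10 CPM or more in fibroblasts lay more than 4-fold below that share with their whole counting interval, with levels of FN1, VIM, CCN2, PRRX2, S100A4 and ACTA2 at 8.83%, 7.21%, 6.71%, 3.22%, 1.55% and 1.09% of those in fibroblasts, and 130 of 2507 abundant genes lay as far below by their ratio alone. Fibroblasts with a changed profile in the new medium, or colony cells that express collagen, may explain the collagen levels and remain untested. The share was set from the pig fibroblast profile alone. The paper describes mouse feeder cells for its marmoset cultures, and whether feeder reads were counted here was also not tested.

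POU5F1, LIN28A and other pluripotency genes were already detected in iNSLCs, with NANOG near 0. Cells with the iPSC profile mixed into the culture would need a share of 14.4% by POU5F1, but of the 28 genes of the study's pluripotency list and the primed list at 10 CPM or more in both clones, 3 lay more than 4-fold below it with their whole counting interval (NANOG at 0.467%, VRTN at 2.75%, and LEFTY2 at 0 counts), just the number set as the limit, and 6 of 1908 abundant genes by their ratio alone. NODAL, at 3.12%, lay as far below by its ratio but not with its interval. This argues against such cells with an unchanged profile at the share set by POU5F1, and leaves open pluripotent cells with another profile. In marmoset, the study reported a small population of iNSLCs that expressed EPCAM, ZFP42 and DPPA2. Reads of human vector genes counted at their pig counterparts may also raise the levels of pluripotency genes in iNSLCs. POU5F1 is such a gene, so the share may be set too high, and a smaller admixture is not excluded. The 5 vector genes among the markers lay nearer to the iPSC level than the 23 others by a difference of median log2 ratios of 1.05. They include KLF4, at 298% of the iPSC level in iNSLCs but at 310 CPM in fibroblasts. In the comparison added after the outcome was seen, 20.4% of 98280 sets of the same size gave a difference as large. Vector reads and endogenous expression therefore cannot be told apart here. In marmoset iNSLCs, the study reported OCT4, NANOG, KLF4 and LIN28 transcripts from the vectors.

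All 17 epithelial genes were lower in iPSC clone 2 than in clone 1, with a median log2 ratio of -0.35. A bias by gene length between the libraries could give such a shift, and medians of length bins ranged from -0.084 to 0.059. After centring within bins of gene length the median was -0.40, which argues against length bias as the whole cause. The design gives no group that separates the clones other than their number, so no biological explanation was tested, and a difference between cultures or in the share of differentiating cells stays open.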
